A study of Homo sapiens with 6 samples. Its data were reported in "Characterisation of a novel transcript LNPPS acting as tumour suppressor in bladder cancer via PDCD5‐mediated p53 degradation blockage" (2022).

How the data were processed

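Gene expression was measured by RNA sequencing in 6 libraries of 5637 bladder cancer cells. Groups were taken from the labels, with 3 libraries of LNPPS-overexpressing cells and 3 of control cells. The labels describe transfection with plasmids, while the study's text also describes stable overexpression. The columns headed N in the deposited table were taken as the control libraries.

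Per the study's methods, paired-end TruSeq libraries were sequenced on a NovaSeq instrument. According to the submitters' processing notes, bases were called with CASAVA 1.8 and reads were aligned with HISAT2 to GRCh38. The counting tool and its strand setting are not given in the sources used here. The authors' deposited table gives raw counts per gene and library, and FPKM values (fragments per kilobase of exon, scaled to the library total) that the authors calculated from them. It also holds the authors' log2 fold change and the authors' p-value and q-value from edgeR, with q adjusted over all genes they tested. The largest p in the table was 0.0496, the smallest fold change 1.5 and the smallest mean FPKM of the higher group 1.00, so it holds only genes selected by the authors. The ratio of q to p at the first rank gave 29854 genes tested.

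Because column sums over selected genes are not library depths, the totals were recovered from count and FPKM. The 10 genes with 1 annotated transcript, the same coordinates in GENCODE release 29 and at least 20 counts in every library gave totals from 15286447 to 17664097 fragments. The genes of the table took 0.466% to 0.547% of these. CPM were calculated with these totals. Of the 184 genes, 183 were found in GENCODE release 29 and 178 had the same coordinates there. The share of each gene's exon length that lies under exons of other genes was calculated from that annotation.

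The planned main test, edgeR's quasi-likelihood test over all genes, could not be run, because the spread between libraries can only be estimated here from genes selected for a difference. As planned for a table that holds the authors' comparison, calls therefore rest on the authors' q under 0.05 and are named as theirs. The quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) was refitted to the counts of the table, with the recovered totals in place of TMM factors and with filterByExpr, which kept 161 genes. Its log2 fold changes and standard errors (SE) are those given for named genes. Each SE was derived as the absolute log2 fold change divided by the square root of the test's F statistic. It draws partly on a spread shared over the selected genes, so it does not measure the spread of a gene's own libraries alone. P-values were adjusted by the Benjamini-Hochberg method with the number of tests set to 29854, which gives upper bounds, since genes outside the table can only lower them. These p-values are not independent of the selection. Over the genes refitted, log2 fold changes differed from the authors' by a median of -0.01 and at most 0.03.

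Tested on simulated data, 20 tables of the 184 genes were drawn with the means, totals and dispersions of these libraries and 90 changed genes. For a 2-fold change, the quasi-likelihood refit called 0.169% of genes adjusted over 29854 tests and 27.2% adjusted over the table alone. For a 16-fold change these shares were 78.1% and 99.2%. Fitted log2 fold changes had medians of 1.00 and 3.97.

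The rule for named genes was fixed before the counts were opened, but the interferon, MYC, NFE2L2 and immediate early lists that it draws on were written after reading the study's own list of changed genes. It took AC131025.2, the tested genes of the study's regulators and PCR targets, and the 12 higher and 12 lower genes of smallest p with adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups. It also took up to 4 members past the threshold per fixed list, or up to 2 members with the smallest p where none passed, and neighbours of LNPPS past the threshold. Clone-named genes, pseudogenes and read-through genes were marked as uncertain. Gene set tests (camera, fry and cameraPR) were not run, because they compare a list with genes that the table leaves out, so lists are described by their members in the table. Some genes of the lists are not reported here.

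Alternatives were RLE size factors, TMM without AC131025.2, TMM over the table, other filters on low counts, DESeq2 1.42.0, the edgeR exact test, limma-voom, the replicate number as a block, each replicate left out in turn and other thresholds. A gene was said to have 1 library standing apart when that library lay at least 2-fold beyond the other 5, with 1 count added. Pairs of replicates within a group differed by more than sampling noise, with mean chi-square values from 50.2 to 111 per gene and medians from 2.77 to 5.67, so none was treated as a repeat of another. Tests other than those of edgeR, limma and DESeq2 were 2-sided Fisher's exact tests in SciPy 1.17.1.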

Results

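The effect of LNPPS, a long non-coding RNA annotated as AC131025.2, on gene expression was examined by RNA sequencing in 5637 cells, an established line from a human bladder carcinoma. Per the labels, 3 libraries came from cells transfected with an LNPPS plasmid and 3 from cells transfected with a control plasmid. The fragment totals recovered from the deposited values were 16479453, 17664097 and 15286447 in LNPPS-overexpressing replicates 1 to 3, and 16296169, 17330033 and 16433012 in control replicates 1 to 3. The authors' deposited table held 184 genes, of which 82 were higher and 102 lower in the LNPPS-overexpressing cells. Its genes have the authors' unadjusted p under 0.05, a fold change over 1.5 and a mean of at least 1 FPKM in 1 of the groups, out of 29854 genes that they tested. The last gene with a q under 0.05 had rank 28 among these, and 10 genes ranked above it are not among the 184 and were not analysed here. Of the 184 genes, 129 were protein-coding. The labels do not say that the replicates were separate cultures, so p-values here measure the spread between these samples, which may be technical.

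LNPPS itself was examined first, since it checks the labels. AC131025.2 (ENSG00000275871, chromosome 5, 149425771 to 149428289, minus strand, GRCh38) is a gene of 1 transcript with 2 exons and 422 nt of exon sequence. It had 310, 258 and 279 counts in the LNPPS-overexpressing libraries and 0 counts in each control library. Its level was 17.2 ± 2.28 CPM (counts scaled to 1000000 fragments; SD, n = 3) in the overexpressing cells. A group count of 0 over the 3 control libraries allows up to 3 counts, or 0.0599 CPM, so LNPPS was at least 285-fold higher. This floor covers counting error only. In the authors' deposited table its q was 2.29e-77. All 422 nt lie under exons of CARMN on the opposite strand, and the strand setting of the counting is not given in the sources used here, so it is not known whether reads of the 2 genes were separated.

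The next question was which genes were higher after LNPPS overexpression. In the authors' deposited table, 8 genes were higher with a q under 0.05, and AC131025.2, SERPINH1, RAD54L2, AC004080.3, DAZAP2, NFE2L2 and IRF9 of these had no overlap between the libraries of the groups. Among all 184 genes the groups did not overlap in 87, where chance gives 10%, but the genes had been selected for a difference. SERPINH1, a chaperone of collagen folding (chromosome 11, 75562056 to 75572783), rose from 143 ± 9.84 to 294 ± 22.3 CPM (SD, n = 3). RAD54L2, a helicase-like protein of the SNF2 family (chromosome 3, 51541144 to 51668667), rose from 31.9 ± 3.65 to 69.1 ± 3.23 CPM. DAZAP2, an adaptor protein (chromosome 12, 51238292 to 51271362), rose from 47.2 ± 14.2 to 101 ± 1.62 CPM. NFE2L2, the transcription factor of the oxidative stress response (chromosome 2, 177227595 to 177392697), rose from 51.3 ± 12.3 to 94.1 ± 4.75 CPM. IRF9, the DNA-binding subunit of the interferon-activated transcription factor (chromosome 14, 24161053 to 24166565), rose from 4.09 ± 0.763 to 8.94 ± 1.98 CPM.

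On the log2 scale, the edgeR refit of these counts gave 1.04 ± 0.33 (SE derived from the F statistic) for SERPINH1 and 1.12 ± 0.28 for RAD54L2. It gave 1.10 ± 0.33 for DAZAP2, 0.88 ± 0.30 for NFE2L2 and 1.13 ± 0.34 for IRF9. AC004080.3 (chromosome 7, 27163535 to 27180013) rose from 0.455 ± 0.225 to 2.77 ± 0.765 CPM, with a log2 fold change of 2.58 ± 0.41. It is uncertain, because its exons lie wholly under those of HOXA9 and HOXA10 on the same strand. IRF9 shares 48.4% of its exon length with AL136295.5 on its own strand, and NFE2L2 shares 17.6% with AC019080.1. AC011462.1, the remaining higher gene, was named after its values were seen. It had 322 counts in LNPPS-overexpressing replicate 2 and at most 1 count in any other library, and 97.5% of its exon length lies under exons of BCKDHA and TMEM91.

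Genes lower after LNPPS overexpression were examined in the same way. In the authors' deposited table, 10 genes were lower with a q under 0.05, and the libraries of the groups did not overlap in 9 of them. ARMCX5, an X-linked armadillo repeat protein (102599168 to 102604159), fell from 20.2 ± 1.77 to 4.5 ± 0.371 CPM (SD, n = 3), a log2 fold change of -2.16 ± 0.31 (SE). ID2, an inhibitor of basic helix-loop-helix transcription factors (chromosome 2, 8678845 to 8684453), fell from 29.6 ± 2.22 to 14 ± 1.29 CPM, or by 1.08 ± 0.33 on the log2 scale. PFN2, the actin-binding protein profilin 2 (chromosome 3, 149964904 to 150050788), fell from 123 ± 39.5 to 61.9 ± 9 CPM. VPS72, a subunit of chromatin-remodelling complexes (chromosome 1, 151169987 to 151195321), fell from 55.2 ± 1.47 to 32.1 ± 5.56 CPM. ZFP1, a zinc finger protein (chromosome 16, 75148492 to 75172236), fell from 16.3 ± 1.75 to 8.89 ± 1.07 CPM. Their log2 fold changes were -0.99 ± 0.35, -0.78 ± 0.29 and -0.87 ± 0.30, respectively. The pseudogene WASH5P (chromosome 19, 60951 to 71626) fell from 17 ± 1.36 to 5.55 ± 1.71 CPM, and is uncertain because its family holds near-identical copies.

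For 3 further lower genes, 1 control library lay close to the overexpressing libraries. MRFAP1 (chromosome 4, 6640091 to 6642745) had 62.1 CPM in control replicate 1 against 219 and 209 in the other control libraries, and 48.2 ± 9.22 CPM (SD, n = 3) in the overexpressing cells. CANT1, a calcium-activated nucleotidase (chromosome 17, 78991717 to 79009867), had 63.3 CPM in control replicate 1 against 178 and 173, and 50.1 ± 7.83 CPM in the overexpressing cells. TRAPPC5, a subunit of a vesicle-tethering complex (chromosome 19, 7680843 to 7687703), had 13.8 CPM in control replicate 2 against 53.1 and 56.6, and 10.1 ± 3.05 CPM in the overexpressing cells. TOMM6, a subunit of the mitochondrial import receptor, was the lower gene whose groups overlapped, and it was named after its values were seen. It had 4, 17 and 55 counts in the overexpressing libraries and 55, 680 and 743 in the controls, and all of its exon length lies under exons of AL365205.1 on the same strand. AL365205.1, also named after its values were seen, is in the table too and ran the other way, with 690, 851 and 554 counts against 613, 125 and 130. Their sum was 43.7 ± 4.85 CPM in the overexpressing cells against 46.9 ± 6.08 in the controls (SD, n = 3), and how reads were divided between the 2 genes is not known. The fall of TOMM6 is therefore uncertain. Of the other lower genes, VPS72 shares 40.5% of its exon length with TMOD4, ARMCX5 shares 13.6% with ARMCX5-GPRASP2 and TRAPPC5 shares 10.8% with AC008763.3, each on the same strand.

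**Figure D1:**
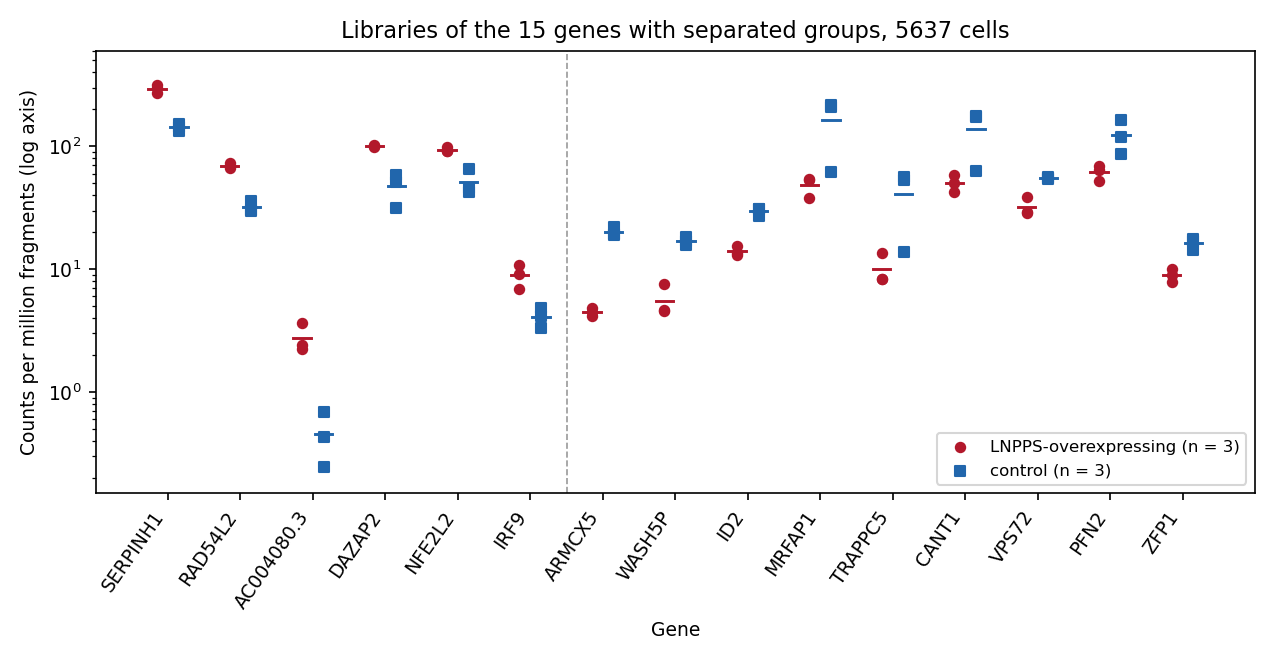
CPM of each library on a log axis for 15 genes with an authors' q under 0.05, a mean of at least 1 CPM and groups that do not overlap; red circles are LNPPS-overexpressing libraries, blue squares control libraries (n = 3 each), and bars the group means. SERPINH1 lies at a mean of 294 against 143 CPM, and MRFAP1, CANT1 and TRAPPC5 have 1 control library close to the overexpressing ones.

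These calls rest on the authors' q, because the table holds only selected genes. The edgeR quasi-likelihood test was refitted to the table's counts, with Benjamini-Hochberg adjustment over 29854 genes. In that refit 0 genes passed in either direction. On the simulated data the same test called 0.169% of 2-fold and 14.6% of 4-fold changes. A count of 0 therefore does not argue against the authors' calls. At an unadjusted p under 0.05 that refit had 27 higher and 35 lower genes, a balance that turned to 42 and 22 with RLE factors. These factors were estimated from genes selected for a group difference. The turn therefore cannot show how the balance over all genes depends on scaling. DESeq2 called 1 higher and 2 lower genes, the edgeR exact test 1 and 1, and limma-voom 1 and 0. In that refit AC131025.2 had an adjusted p of 0.111, within a range from 4.51e-23 to 1 over the alternatives.

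**Figure D2:**
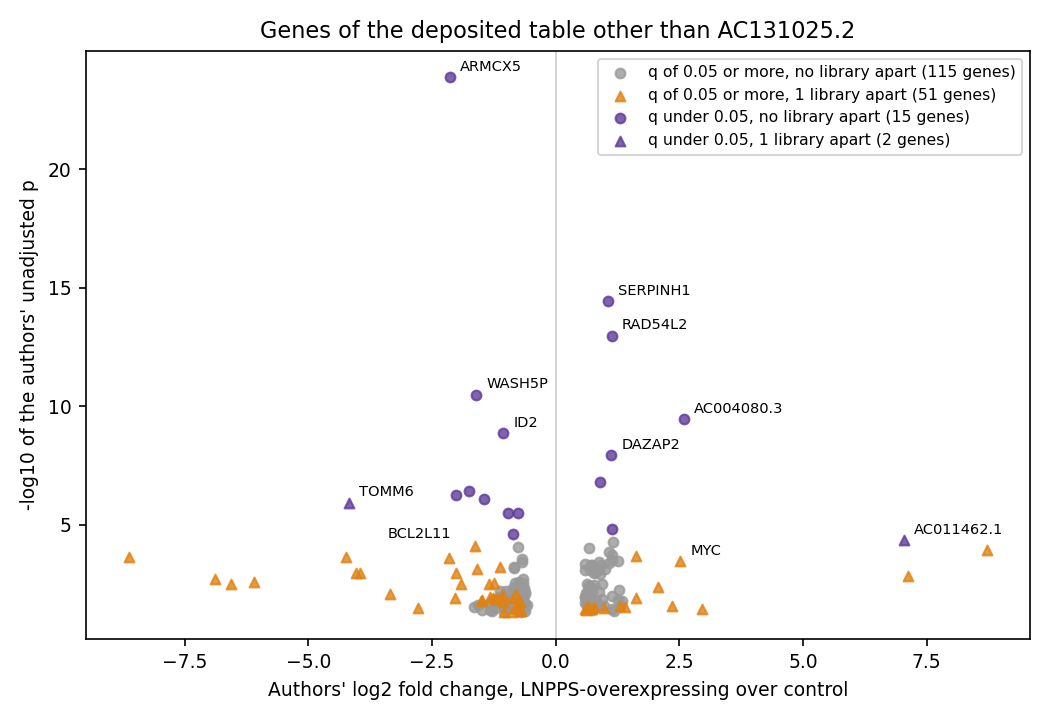
The authors' log2 fold change (LNPPS-overexpressing over control) against -log10 of their unadjusted p for 183 genes, AC131025.2 left out; purple marks the genes with q under 0.05 and triangles the genes in which 1 library lies at least 2-fold beyond the other 5. Of the genes with q of 0.05 or more, 51 have 1 library standing apart and 115 do not.

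Since the study placed LNPPS upstream of p53, members of the p53 pathway were looked for. None of the 70 genes in the fixed list of the p53 signalling pathway, and none of the 106 in the fixed list of direct p53 targets, was among the 184 genes. At the table's share of 0.616% of the genes tested, 0.431 and 0.653 members would be found if each member had been tested and were as likely to be kept as any other gene. A further list of 20 apoptosis-related p53 targets also had 0 members in the table. Of 9 p53-related genes listed as PCR targets, which include CDKN1A, BAX and BBC3, none was among the 184 genes. The same held for 12 listed regulators, which include PDCD5, MDM2, METTL3 and ALKBH5. The table gives no value for these genes, so no change in them, small or large, was analysed here. For PDCD5, the study's qRT-PCR gave steady RNA levels after LNPPS overexpression, and its Western blots gave a rise in protein.

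Of 29 gene lists written before the counts were opened, 12 had a gene in the table and 2 had a gene past the authors' q of 0.05. The interferon, MYC, NFE2L2 and immediate early lists among them had been written after reading the study's own list of changed genes. Their counts, and p-values adjusted over these lists alone, are therefore not independent evidence. No adjustment over a list alone was corrected for the number of lists. The interferon response list, with 64 genes, had 3 members in the table, all higher. IRF9 was the member past the threshold. APOL1, which was named after its values were seen, was at 20.7 ± 9.86 against 9.5 ± 1.8 CPM (SD, n = 3), and IFI6, likewise, at 11.4 ± 1.7 against 7.28 ± 1.37 CPM. With the authors' p adjusted over the list alone, 2 members of the interferon list passed, IRF9 and APOL1. The mesenchymal list of 23 genes had 1 member in the table, SERPINH1, which also passed when adjusted over the list alone.

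Among the apoptosis and ubiquitin genes named here, none passed the authors' q of 0.05. BCL2L11, a pro-apoptotic BCL2 family member and the 1 of 24 such genes in the table, was at 12.7 ± 0.626 CPM (SD, n = 3) in overexpressing cells. It had 1297 counts in control replicate 1 and 316 and 372 in the other controls, and its log2 fold change moved from -1.66 to -0.68 without that library. XIAP, an inhibitor of caspases and the 1 of 13 anti-apoptotic genes in the table, had 1000 counts in control replicate 2 and between 253 and 351 elsewhere. UBE2V1, a ubiquitin-conjugating enzyme variant from the polyubiquitination list of 36 genes, was at 139 ± 50.2 against 81.1 ± 23.4 CPM. The groups overlapped for UBE2V1, and it shares 42.9% of its exon length with TMEM189-UBE2V1 on the same strand. PSME3, a proteasome activator and the 1 of 40 proteasome genes in the table, was at 247 ± 24.7 CPM in overexpressing cells. Control replicates 1 to 3 had 79.5, 79.5 and 230 CPM of PSME3. With the authors' p adjusted over the list alone, BCL2L11 and UBE2V1 passed, and XIAP and PSME3 did not.

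Of the other lists with a gene in the table, no member passed the authors' q of 0.05. MYC, 1 of 34 immediate early genes, had 1311 counts in LNPPS-overexpressing replicate 2 and between 76 and 113 elsewhere, and its log2 fold change was 2.49 with that library and 0.35 without it. IER2 of the same list had 179 counts in LNPPS-overexpressing replicate 3 and between 758 and 2414 elsewhere. The list of 52 MYC targets had 2 genes in the table, NIP7 at 27.3 ± 2.28 against 15 ± 6.16 CPM (SD, n = 3) and PAICS at 177 ± 40.4 against 118 ± 5.2 CPM. WFS1, 1 of 34 genes of the unfolded protein response, was at 31.2 ± 13.4 against 14.9 ± 0.747 CPM. GRPEL2, 1 of 27 neighbours of LNPPS on chromosome 5, ends 71.2 kb from it and had 625, 697 and 169 counts in the overexpressing libraries, against 203, 216 and 201 in the controls. TP63, 1 of 20 basal epithelial genes, had 6158 counts in LNPPS-overexpressing replicate 2 and between 2007 and 2546 elsewhere. RN7SL1, 1 of 16 structural RNAs, had 3318 counts in control replicate 1 and between 195 and 1370 elsewhere. Adjusted over the list alone, MYC, NIP7, PAICS, WFS1 and GRPEL2 passed, and IER2, TP63 and RN7SL1 did not. For MYC, NIP7 and PAICS this is not independent evidence, since their lists were written after reading the study's list of changed genes.

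The remaining lists had 0 genes in the table. They comprised 44 G1/S and 47 G2/M cell cycle genes, 23 genes of the m6A machinery, 36 NFE2L2 targets, 24 luminal epithelial genes, 10 fibroblast, 13 immune and 8 endothelial markers, 13 mitochondrially encoded genes, 78 ribosomal protein genes, 52 replication histone genes and 74 genes of oxidative phosphorylation. At the table's share of the genes tested, from 0.0493 (endothelial) to 0.481 (ribosomal protein) members would be found per list. A count of 0 therefore does not show that these genes were unchanged, and the table gives no value for them.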

Values the study reported

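The study reported 102 genes with lower expression in LNPPS-overexpressing cells. It found 15 genes shared with a published list of p53 targets.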

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

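The refit of the table's counts, its TMM factors over the table, the adjustment over the table alone and the calls without genes resting on 1 library were chosen after the data were seen; the other alternatives were fixed before. The authors' q under 0.05 gave 8 higher and 10 lower genes. All fits below estimate the spread between libraries from genes that the authors selected. With adjustment over all genes tested, the quasi-likelihood test called 0.169% of simulated 2-fold and 14.6% of simulated 4-fold changes. A gene that no longer passes is therefore not shown to be unchanged. With edgeR's quasi-likelihood test adjusted over all genes tested, 0 higher and 0 lower genes passed, and the count stayed at 0 in both directions with RLE factors, TMM without AC131025.2, TMM over the table, no filter, or a filter at 1 CPM in 3 libraries. Without each replicate in turn the counts ranged from 0 to 0. Adjusted over the table alone, the refit called 2 higher and 1 lower gene. DESeq2 called 1 and 2, the exact test 1 and 1, and limma-voom 1 and 0. At the authors' unadjusted p under 0.05 with a fold change over 1.5, the counts were 82 and 102, the whole table. The cause of the differences between tests was not tested. At an unadjusted p under 0.05, the refit had 27 higher and 35 lower genes, and with RLE factors 42 and 22; RLE moved the median log2 fold change of the refitted genes by 0.15 and TMM by 0.12.

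With the replicate number as a block, 2 higher and 3 lower genes passed. The deviations of same-numbered libraries correlated at 0.06, 0.03 and 0.13 for replicates 1 to 3. Those of differently numbered libraries correlated at -0.17 to 0.09, and not every library correlated best with its own number. These correlations come from 161 genes selected for a group difference, so whether the numbers pair the samples cannot be told.

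The log2 fold change of AC131025.2 was 11.16 in the refit and with either filter, 11.24 with RLE factors and 11.22 with both TMM settings, at adjusted p-values from 0.0841 to 0.606. Without 1 replicate it ranged from 11.09 to 11.25 and missed the threshold each time. It passed with DESeq2, the exact test, limma-voom and the block. These fitted values depend on the prior count. Of the 29 lists, 2 had a called gene by the authors' q, and 0 had one in the refit, its scalings and filters, limma-voom, the block or the fits without 1 replicate. Neither p53 list had a gene in the table, so no alternative could give a value for them. Of 240 refitted values for 15 other genes that were named by the rule and passed the authors' q, 3 still passed and 237 did not. TOMM6 and AC011462.1, named after their values were seen, are not among these. TOMM6 passed with DESeq2 (adjusted p 0.0334) and with the block in the quasi-likelihood test (adjusted p 1.19e-05). Of 207 values for 13 named genes that had not passed, 206 stayed so in the same direction and 1 reversed: TP63 had a log2 fold change of -0.04 without LNPPS-overexpressing replicate 2, in a range up to 0.85 over the fits without 1 replicate. Of 161 genes refitted without each library, 7 reversed and 87 came under 1.5-fold at least once, including 0 of 17 called genes. AC011462.1, resting on 1 library, was filtered out.

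Other splits of the 6 libraries number 10 with the real one, too few for a share under 0.05: 62 genes had an unadjusted p under 0.05 in the real split, where 1 of the 10 splits gave as many, and 11 in the highest of the others, on genes chosen for the real split.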

Other observations

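The tests of outlying libraries, of low counts and of genes free of overlap were chosen after the results had been seen; the others were set before their result.

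Direction differed between classes of genes. Of the 129 protein-coding genes in the table, 66 (51.2%) were higher in LNPPS-overexpressing cells, against 16 of 55 other genes (29.1%; Fisher's exact test across genes, p = 0.00615). All 7 processed pseudogenes, all 5 sense-intronic genes and all 3 genes of the class misc_RNA were lower, whereas 7 of 12 antisense genes were higher. RN7SL1, a misc_RNA gene, had 1 library standing apart, and all of its exon length lies under AL139099.4 on the same strand. A candidate explanation was that genes resting on 1 library produced the difference, since 36 of 53 such genes were lower. Without them, 53 of 93 protein-coding genes (57%) and 12 of 38 others (31.6%) were higher (Fisher's exact p = 0.0119), which argues against these genes as the whole cause. Genes are not independent replicates. No biological explanation was tested.

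In 53 of the 184 genes, 1 library lay at least 2-fold beyond the other 5, and these include MYC, BCL2L11, XIAP, TP63 and IER2. One outlying library does not account for them, since the library standing apart most often did so in 12 of the 53 genes, and LNPPS-overexpressing and control libraries stood apart in 20 and 33. Counting noise is argued against too, as the exact 95% Poisson intervals of that library and the next did not overlap in 47 genes. A candidate explanation is reads divided between overlapping gene models: 40 of the 53 genes (75.5%) have at least 10% of their exon length under exons of another gene, against 57 of 130 other genes (43.8%; Fisher's exact p = 1.45e-04), and the p was 0.00566 within protein-coding genes. This cannot hold for 10 of the 53 genes, MYC, XIAP and TP63 among them, which have no such overlap, and for these a change in a single culture stays open, as untested.

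In the authors' deposited table, 166 genes had a q of 0.05 or more and 99 had a q of 1.

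Of the 106 genes in the fixed list of direct p53 targets, 0 were among the 184 genes. Targets of p53 outside that list were not looked for. This count of 0 is lower than the count quoted from the study above, which is an overlap with a published list not used here. If members were kept as often as other tested genes, 0.653 would be found. That figure assumes no enrichment of p53 targets. The count found here therefore cannot tell whether they were enriched. The study's p53 result also rests on GSEA, qRT-PCR, Western blotting, and GO and KEGG enrichment of its changed genes. Further support came from reporter and ChIP-qPCR assays, p53 inhibition, and assays of p53 stability and ubiquitination. None of these was examined here. BAX, BBC3, PMAIP1 and PIDD1, which the study names in its overlap, were not among the 184 genes. How it chose the genes it set against that list is not stated in its text. The absence of these named genes from the table therefore stays unexplained.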
